# Acetylation of p65 at lysine 314 is important for late NF-κB-dependent gene expression

**DOI:** 10.1186/1471-2164-11-22

**Published:** 2010-01-11

**Authors:** Karin M Rothgiesser, Monika Fey, Michael O Hottiger

## Abstract

**Background:**

NF-κB regulates the expression of a large number of target genes involved in the immune and inflammatory response, apoptosis, cell proliferation, differentiation and survival. We have earlier reported that p65, a subunit of NF-κB, is acetylated *in vitro *and *in vivo *at three different lysines (K310, K314 and K315) by the histone acetyltransferase p300.

**Results:**

In this study, we describe that site-specific mutation of p65 at lysines 314 and 315 enhances gene expression of a subset of NF-κB target genes including *Mmp10 *and *Mmp13*. Increased gene expression was mainly observed three hours after TNFα stimulation. Chromatin immunoprecipitation (ChIP) experiments with an antibody raised against acetylated lysine 314 revealed that chromatin-bound p65 is indeed acetylated at lysine 314.

**Conclusions:**

Together, our results establish acetylation of K314 as an important regulatory modification of p65 and subsequently of NF-κB-dependent gene expression.

## Background

The inducible transcription factor NF-κB has an important function in regulating immune and inflammatory responses, apoptosis, cell proliferation and differentiation and tumorigenesis [1-3]. NF-κB is induced in almost all cell types by different extracellular stimuli causing the activation of an enormous array of target genes [4]. The NF-κB transcription factor family comprises NFKB1 (p50/p105), NFKB2 (p52/p100), p65 (RelA), c-Rel and RelB, which form homo- and heterodimers. The most abundant, best-studied and "classical" form of NF-κB is a heterodimer consisting of the two subunits p50 and p65. In most unstimulated cells, NF-κB is found as inactive transcription factor complex through its physical association with one of the several inhibitors of NF-κB (IκB) [5]. This family of IκB's includes IκBα, IκBβ, IκBγ, IκBε (p105/p50, C-terminus), p100/p52 (C-terminus), IκB-R and Bcl-3. Virtually all cell types show NF-κB responses where the activity of NF-κB is specifically regulated at multiple levels [1,3,6]: the level of protein synthesis, the existence of at least 12 different NF-κB dimers, the interaction of these dimers with specific IκBs and their subcellular localization, post-translational modification of these dimers in the cytoplasm and the nucleus, differential accessibility of κB sites in various promoter and enhancer, differential binding to κB's response elements due to different affinities, and cell type and stimuli specific interaction with a combination of cofactors.

NF-κB is subject to a variety of post-translational modifications (e.g., phosphorylation [7], ubiquitination [8] or prolyl-isomerisation [9]) that modulate its activity. Phosphorylation of the p65 subunit by the PKAc, MSK1 and PKCζ kinases enhances its interaction with the co-activator p300/CBP and stimulates the NF-κB transcriptional activity [7,10-12], while dephosphorylation of p65 by the phosphatase WIP1 negatively affected the interaction with p300 [13]. It has recently been shown that p65 and p50 are reversibly acetylated by p300 and PCAF [14-16]. Chen *et al. *identified lysine residues (K) 218, 221 and 310 of p65 as acceptor sites for p300 acetylation. Kiernan *et al*. identified K122 and 123 in p65 as acetylation sites modified by both p300 and P/CAF. A recent report presented the TGF-β1-mediated acetylation of p65 at K221 *in vitro *and *in vivo *enhancing the induced activation of NF-κB by bacteria [17]. We recently confirmed acetylation on K310 and provided further evidence for acetylation of p65 on K314 and 315, two novel acetylation sites [18]. Genetic complementation of *p65 *knockout (-/-) cells with wild type and acetylation-deficient mutants of p65 revealed that neither shuttling, DNA binding nor the induction of anti-apoptotic genes by TNFα was affected by acetylation on these residues. Micro array analysis of these cells treated with TNFα for only 45 minutes identified specific sets of genes differently regulated by wild type or acetylation-deficient mutants of p65 [18]. Specific genes were either stimulated or repressed by the acetylation-deficient mutants when compared to p65 wild type. These results support the hypothesis that site-specific p300-mediated acetylation of p65 regulates the specificity of NF-κB dependent gene expression.

Here, we extended the gene expression analysis to three hours after TNFα stimulation and identified genes, which are higher expressed by mutating K314 and 315. ChIP experiments with antibodies directed against acetylated K314 revealed that this lysine is indeed acetylated when p65 is bound to chromatin. Together our results provide evidence that acetylation of K314 is important for the regulation of NF-κB-dependent gene expression *in vivo*.

## Results

### Mutation of p65 K314/315 regulates TNFα-induced NF-κB-dependent gene expression at 3 hours

We provided earlier evidence that acetylation of p65 at K310, 314 and 315 is important for the expression of a defined subset of genes [18]. These earlier studies provided a first glance of the functional relevance of p65 acetylation, since gene expression was measured only after 45 minutes of TNFα stimulation. In order to know if the requirement for site-specific acetylation is maintained for the same genes after longer exposure to TNFα, and to identify possible new genes regulated through p65 acetylation, we decided to extend our analysis to 3 hours of stimulation. For this, we used *p65*(-/-) mouse embryonic fibroblasts (MEFs) complemented with acetylation-deficient mutants, where the target lysines for acetylation were mutated to arginines. These cells were described and extensively characterized previously [18]. *p65*(-/-) cells complemented either with wild type p65, an empty plasmid as control (pTV), the acetylation-deficient double mutant K314/315R or the triple mutant KTR (K310/314/315R), were stimulated by TNFα for 3 hours and total RNA was isolated in three independent replicates from these cells. 

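The array data comprised 14 arrays, 1 per culture, from *p65*(-/-) fibroblasts that stably carried p65 or the empty vector. Wild type, KTR and pTV cells were each measured on 3 arrays after 3 h of TNFα at 30 ng/ml, and wild type cells also on 3 arrays at 0 h, without TNFα. K314/315R cells were measured on 2 arrays at 3 h, where the paper gives 3 replicates in its text and at least 2 in its table notes. The arrays lay on 4 slides. Slides 1 to 3 each held 1 array of wild type at 3 h, KTR, pTV and wild type at 0 h. Slide 4 held both K314/315R arrays and no other array used here, and it was scanned separately and read with a newer version of the image software. Slide and cell line can therefore not be told apart wherever K314/315R is compared. The array has 2 probes for mouse *Rela*, the gene of p65. The brighter gave a log2 signal, relative to the 75th percentile of its array, of 1.53 ± 0.01 (SD, n = 3) in wild type cells at 3 h, 1.24 ± 0.40 (SD, n = 3) in KTR, 1.71 ± 0.23 (SD, n = 2) in K314/315R, 1.18 ± 0.17 (SD, n = 3) in pTV and 1.01 ± 0.04 (SD, n = 3) in unstimulated wild type cells. Its log2 fold change of wild type over pTV was 0.35 (adjusted p = 0.214). The dimmer probe differed by 0.61 on the log2 scale between wild type and pTV (adjusted p = 0.0216). Which part of the transcript these probes read, and whether the introduced p65 or the disrupted gene carries it, is not given in the sources used here, so *Rela* does not check the labels.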

RNA was amplified, labeled and hybridized to the Agilent Whole Mouse Genome Array. 

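Each array carried 43379 spots for 41174 probes other than controls, read in 1 colour (Cy3). The values used were intensities that Feature Extraction had corrected for background, without scaling between arrays. Their 75th percentile lay between 967 and 1442 per array, with a median of 1171 in wild type at 3 h, 1231 in KTR, 1055 in pTV and 1040 in wild type at 0 h, and with 1086 and 1442 on the K314/315R arrays. Between 49.3% and 57.4% of the spots on an array were well above background. Each array was scaled to its 75th percentile and taken to log2, and all 14 arrays entered 1 limma fit, with p-values adjusted by the Benjamini-Hochberg method. Tested were the 22172 probes (14880 gene names) that were well above background on every array of at least 1 group, of which 18524 were so on all arrays. Within a group, the log2 values of arrays correlated across probes, which are not independent replicates, with Pearson's r from 0.984 to 0.995. The number of arrays limits the precision of every comparison. Where a probe was well above background on no array of 1 group, the mean of the other group was set against the lowest measurable signal of the dim group's arrays, and the fold is given as "at least". The 5 spike-in controls, which hold no RNA of the cells, had a median log2 signal of 2.37 relative to the 75th percentile on slide 4 and 1.14 on slides 1 to 3.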

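Over all tested probes, and before any restriction to genes that need p65, 6 probes were more than 1.8-fold higher and 31 were less than 0.556-fold as high in KTR as in wild type cells at 3 h (adjusted p under 0.05). Without the adjustment of p, 57 were higher and 181 lower. Dim probes moved this count the most. With all 41174 probes tested it rose to 1244 higher and 150 lower, and 87.8% of those 1244 were well above background on no wild type and no KTR array. With the replicate number as a block, 29 were higher and 61 lower. In K314/315R cells, 38 probes were higher and 232 lower than in wild type, and 85 and 685 without the adjustment. The share of higher calls, 14.1%, rose to 42.6% with quantile normalization (49 higher, 66 lower) and to 26.2% with the normexp background correction (17 higher, 48 lower). A fit of only the K314/315R and wild type arrays at 3 h called 3 higher and 6 lower, and without K314/315R replicate 2 there were 3 higher and 15 lower. Single lower genes in K314/315R were ranked only among called probes that were also more than 2-fold higher in wild type than in pTV cells. Of those measured on all arrays of both lines, without overlap between them, the 3 lowest included *BC027183* and *Phip*. Their log2 fold changes were −1.38 (adjusted p = 0.0235) and −1.09 (adjusted p = 0.0423). The other was *LOC675624*.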

After statistical analysis of the expression profiles, differentially expressed genes were identified (Fig. 1A-B, and Tables 1 and 2). We focused only on genes that required p65 for their proper induction, which were identified by comparing gene expression profiles from wild type and pTV cells. 

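In wild type cells at 3 h, 795 probes (631 gene names) were more than 2-fold higher than in pTV cells (adjusted p under 0.05), and 323 (275 names) were lower by the same rule. The highest of the former among those measured on all arrays of both lines were *C3* (141-fold, log2 fold change 7.14, adjusted p = 9.7e-10), *Saa1* (74.0-fold, 6.21, adjusted p = 1.5e-08) and *Isg15* (43.4-fold, 5.44, adjusted p = 1.1e-06). Among the called lower probes, *Dkk2* (log2 fold change −3.35, adjusted p = 2.9e-06), *Aldh1a3* (−3.32, adjusted p = 3.9e-04) and *Esm1* (−3.13, adjusted p = 4.1e-06) were the most decreased. No wild type array overlapped with a pTV array for these 6 genes. The count of higher probes moved most when only probes well above background on all 14 arrays were tested, to 466. Of the 795 probes, 155 (132 names) were also raised more than 1.8-fold by TNFα in wild type cells (adjusted p under 0.05), and 640 (513 names) were not.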

The majority of differentially expressed genes in KTR mutant were strongly downregulated compared to wild type cells, suggesting that acetylation of p65 at these residues is also an important modification for the expression of the extended NF-κB-dependent gene expression (Fig. 1A). In contrast, experiments with the double K314/315R mutant revealed that the majority of genes were slightly upregulated after 3 hours compared to wild type cells (Fig. 1B).

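Of these p65-dependent probes, 15 (14 gene names) were less than 0.556-fold as high in KTR as in wild type cells, and limma called 0 more than 1.8-fold higher (adjusted p under 0.05). The brighter probe of *Xist*, chosen after its values were seen, is among the 15. At an unadjusted p under 0.05, also in the choice of the p65-dependent probes, 90 were lower and 4 higher. The other settings choose these probes anew in the same way. With the replicate number as a block, 35 were lower and 2 higher, the same counts as with the slide as a block. The 15 dropped to 0 when only probes well above background on all arrays were tested. Leaving out single arrays gave between 9 (without wild type 3 h replicate 1) and 31 (without KTR replicate 1). *Nts* had the largest decrease among the called probes measured on all arrays of both lines, a log2 fold change of −2.00 (adjusted p = 0.0188), followed by *Efemp1* (−1.80, adjusted p = 0.00567) and *Nfkbie* (−1.24, adjusted p = 0.0465). Below any threshold, 629 of the p65-dependent probes (79.1%) had a lower mean in KTR than in wild type, with a median log2 fold change of −0.25 (quartiles −0.53 and −0.05), against 0.06 for the other tested probes. Every KTR array lay below every wild type array for 239 (30.1%) and above for 19 (2.39%), where chance would separate 10% of probes if the 6 arrays were independent, which arrays that share a slide are not. Because the same wild type arrays chose these probes, sets of arrays were also simulated in which both mutants had the wild type mean. Each draw put the deviations of all arrays, wild type and pTV included, in random order, which does not keep the pairing by slide. These draws gave a median share of 57.0% of probes lower in KTR, and at least the 79.4% observed on the same 21589 complete probes in 2 of 100 draws. On these complete probes 17 were called lower in KTR, and 1 of 100 draws gave as many. From the predominance of lower expression in KTR cells, the paper proposes that acetylation of p65 at these lysines is an important modification also for the extended NF-κB-dependent gene expression.

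**Figure D1:**
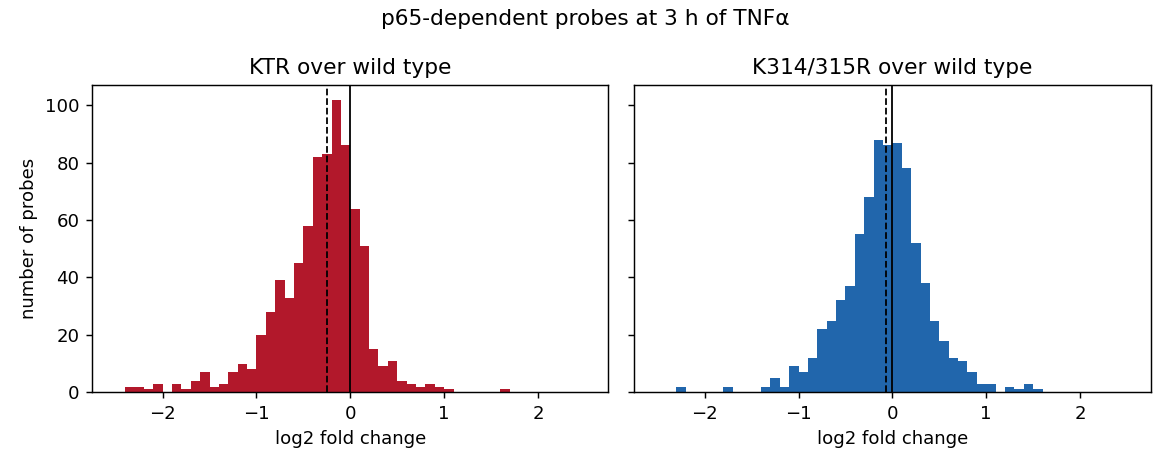
Number of p65-dependent probes (y axis) by log2 fold change (x axis, bins of 0.1, values beyond the ends in the end bins) of KTR over wild type and of K314/315R over wild type at 3 h of TNFα. The dashed line is the median and the solid line 0. The median lies at −0.25 for KTR and at −0.07 for K314/315R.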

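In K314/315R cells, 3 of the p65-dependent probes were more than 1.8-fold higher and 14 less than 0.556-fold as high as in wild type cells (adjusted p under 0.05). The brighter probe of *Xist*, chosen after its values were seen, is among the 14. At the unadjusted p, applied also to p65 dependence, 13 were higher and 35 lower. The 3 higher probes were those of *Vnn1* (2.96-fold, adjusted p = 0.0084), *Ptgfr* (2.01-fold, adjusted p = 0.0236) and a transcript listed as TC1500358 (1.83-fold, adjusted p = 0.0379). *Vnn1* and *Ptgfr* were well above background on no pTV array, so their p65 dependence rests on pTV signals below the detection limit. The lower count fell to 3 with normexp and to 3 with quantile normalization, which gave 2 and 4 higher probes. With the replicate number as a block, 9 were higher and 29 lower, and with the slide as a random block, 1 and 3. A fit of the 5 arrays of K314/315R and wild type at 3 h alone called 0 either way. Without K314/315R replicate 2, limma called 0 higher and 1 lower, and without wild type 3 h replicate 2 it called 1 higher and 3 lower. Over all p65-dependent probes the quartiles of the log2 fold change were −0.33 and 0.17, and 454 of them (57.1%) were lower by any amount. Simulated unchanged K314/315R arrays gave a median at least as low in 28 of 100 draws. In the same simulation, 0 of 100 draws gave as many as the 3 higher or as many as the 14 lower probes, and the highest count of a draw was 1 in either direction.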

**Table 1:** Down- and upregulated genes in KTR cell line compared to wild type control

RefSeq RNA	Gene symbol	Gene name	Fold change	P-value
XR_001627	A630026L20	Hypothetical protein A630026L20	0.188	9.40E-30

NM_029000	Gvin1	GTPase, very large interferon inducible 1	0.26	8.04E-09

NM_024435	Nts	Neurotensin	0.262	5.50E-10

NM_133871	Ifi44	Interferon-induced protein 44	0.282	0.001

NM_146015	Efemp1	Epidermal growth factor-containing fibulin-like extracellular matrix protein 1	0.286	2.31E-20

NM_145153	Oas1f	2'-5' oligoadenylate synthetase 1F	0.349	0.000045

NM_199015	D14Ertd668e	DNA segment, Chr 14, ERATO Doi 668, expressed	0.368	0.000005

NM_145211	Oas1a	2'-5' oligoadenylate synthetase 1A	0.369	0.001

NM_172603	Phf11	PHD finger protein 11	0.371	3.08E-07

NM_009099	Trim30	Tripartite motif protein 30	0.378	0.001

NM_183249	1100001G20Rik	RIKEN cDNA 1100001G20 gene	0.395	8.10E-07

NM_030150	Dhx58	DEXH (Asp-Glu-X-His) box polypeptide 58	0.413	0.000006

NM_021394	Zbp1	Z-DNA binding protein 1	0.419	0.000443

NM_008690	Nfkbie	Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, epsilon	0.422	0.000005

XM_001000862	I830012O16Rik	RIKEN cDNA I830012O16 gene	0.422	0.002

NM_021792	Iigp1	Interferon inducible GTPase 1	0.427	0.000001

NM_194336	Mpa2l	Macrophage activation 2 like	0.435	0.039

NM_007969	Expi	Extracellular proteinase inhibitor	0.436	0.000025

NM_029000	Gvin1	GTPase, very large interferon inducible 1	0.438	0.000024

NM_009099	Trim30	Tripartite motif protein 30	0.454	0.000002

NM_011909	Usp18	Ubiquitin specific peptidase 18	0.458	0.002

NM_029803	Ifi27l2a	Interferon, alpha-inducible protein 27 like 2A	0.46	0.000163

NM_029803	Ifi27l2a	Interferon, alpha-inducible protein 27 like 2A	0.462	0.000471

NM_008200	H2-D4	Histocompatibility 2, D region locus 4	0.483	0.000006

NM_010501	Ifit3	Interferon-induced protein with tetratricopeptide repeats 3	0.488	0.000741

NM_153564	Gbp5	Guanylate binding protein 5	0.493	0.000843

NM_013606	Mx2	Myxovirus (influenza virus) resistance 2	0.509	0.000002

NM_198095	Bst2	Bone marrow stromal cell antigen 2	0.511	0.000046

NM_009318	Tapbp	TAP binding protein	0.511	0.004

NM_172777	BC057170	cDNA sequence BC057170	0.519	0.000028

NM_018734	Gbp3	Guanylate binding protein 3	0.52	0.000867

NM_001001892	H2-K1	Histocompatibility 2, K1, K region	0.522	7.26E-07

NM_011579	Tgtp	T-cell specific GTPase	0.522	0.000163

NM_008198	Cfb	Complement factor B	0.523	0.000011

NM_010395	H2-T10	Histocompatibility 2, D region locus 1	0.527	0.000001

NM_007936	Epha4	Eph receptor A4	0.528	0.001

NM_010545	Cd74	CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)	0.532	2.94E-09

NM_008331	Ifit1	Interferon-induced protein with tetratricopeptide repeats 1	0.532	0.002

NM_001001892	H2-K1	Histocompatibility 2, K1, K region	0.533	5.43E-08

NM_028749	Npl	N-acetylneuraminate pyruvate lyase	0.533	0.000004

NM_010380	H2-D1	Histocompatibility 2, D region locus 1	0.533	0.000007

NM_015783	Isg15	ISG15 ubiquitin-like modifier	0.534	0.008

NM_173743	2310016F22Rik	RIKEN cDNA 2310016F22 gene	0.535	0.000166

NM_011314	Saa2	Serum amyloid A 2	0.536	3.53E-07

NM_008330	Ifi47	Interferon gamma inducible protein 47	0.542	0.000013

NM_172826	Dact2	Dapper homolog 2, antagonist of beta-catenin (xenopus)	0.544	0.008

NM_021384	Rsad2	Radical S-adenosyl methionine domain containing 2	0.547	0.005

NM_001143689	H2-gs10	MHC class I like protein GS10	0.55	0.000007

NM_009155	Sepp1	Selenoprotein P, plasma, 1	0.552	1.58E-14

XM_126677	Dnahc17	Dynein, axonemal, heavy chain 17	3.081	2.80E-45

List of down- and upregulated genes in KTR cell line compared to wild type control after 3 hours of TNFα treatment, as measured by whole genome arrays. 

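A probe was found for 48 of the 50 entries, and each was well enough measured to be tested. The entries of *I830012O16Rik* and *H2-gs10* matched no probe by the accession or the symbol listed there, although a probe of the former was found through the accession in Table 2. All 48 changed in the direction listed, and all 48 were more than 2-fold higher in wild type than in pTV cells (adjusted p under 0.05). Only 6 were raised by TNFα in wild type cells. The array fold had a median of 0.515. Of these entries, 39 were past the listed ratios irrespective of p, 38 with an unadjusted p under 0.05, and 3 with an adjusted p under 0.05 (*Nts*, *Efemp1* and *Nfkbie*). That last count was 12 with the replicate number as a block and 29 with no filter on dim probes, and 0 when only probes well above background on all arrays were tested. With no filter the folds of the entries stay the same, and only the spread shared between probes and the adjustment over them differ. It was 1 without wild type 3 h replicate 1 and 8 without KTR replicate 1. *Dnahc17*, the only entry that was higher in KTR, had a log2 fold change of 1.66 (adjusted p = 0.0698). The 2 probes paired with the entries of *Gvin1* had folds of 0.736 (adjusted p = 0.709) and 0.740 (adjusted p = 0.759), and a further probe of the gene had 0.422.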

Average values from at least two biological replicates are shown.

**Table 2:** Differentially regulated genes in K314/315R versus wild type control

RefSeq RNA	Gene symbol	Gene name	Fold change	P-value
NM_007377	Aatk	Apoptosis-associated tyrosine kinase	2.995	7.21E-29

NM_009876	Cdkn1c	Cyclin-dependent kinase inhibitor 1C (P57)	2.979	1.99E-09

NM_172119	Dio3	Deiodinase, iodothyronine type III	2.685	2.31E-07

NM_027406	Aldh1l1	Aldehyde dehydrogenase 1 family, member L1	2.39	1.35E-09

NM_008342	Igfbp2	Insulin-like growth factor binding protein 2	2.381	0.000196

NM_010942	Nsg1	Neuron specific gene family member 1	2.254	0.000001

NM_008607	Mmp13	Matrix metallopeptidase 13	2.222	4.57E-07

NM_010942	Nsg1	Neuron specific gene family member 1	2.119	0.000013

NM_028072	Sulf2	Sulfatase 2	2.1	0.000004

NM_027251	2010107G23Rik	RIKEN cDNA 2010107G23 gene	2.057	1.81E-07

NM_019955	Ripk3	Receptor-interacting serine-threonine kinase 3	2.047	5.51E-10

NM_133888	Smpdl3b	Sphingomyelin phosphodiesterase, acid-like 3B	2.04	8.17E-19

NM_001081421	Galntl1	UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase-like 1	2.005	0.000414

NM_028072	Sulf2	Sulfatase 2	1.956	1.26E-07

NM_199252	Unc93a	Unc-93 homolog A (C. elegans)	1.938	0.000978

XM_283765	5430433G21Rik	RIKEN cDNA 5430433G21 gene	1.915	0.00025

NM_080563	Rnf144	Ring finger protein 144	1.83	0.006

NM_019471	Mmp10	Matrix metallopeptidase 10	1.829	0.000263

NM_009971	Csf3	Colony stimulating factor 3 (granulocyte)	1.807	0.000516

NM_029000	Gvin1	GTPase, very large interferon inducible 1	0.501	0.005

NM_009099	Trim30	Tripartite motif protein 30	0.506	0.036

AK077243	I830012O16Rik	RIKEN cDNA I830012O16 gene	0.509	0.008

NM_009606	Acta1	Actin, alpha 1, skeletal muscle	0.511	4.48E-14

NM_153564	Gbp5	Guanylate binding protein 5	0.521	0.000007

NM_028872	5730559C18Rik	RIKEN cDNA 5730559C18 gene	0.523	8.43E-07

List of differentially regulated genes in K314/315R versus wild type control at 3 hours TNFα stimulation analyzed by microarrays. 

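All 25 entries had a tested probe, and each changed in the direction listed, although the brightest probes of *Gvin1* (fold 0.967) and *5730559C18Rik* (fold 0.991) were nearly unchanged. Another probe of each had a fold of 0.461 and 0.502. The 19 higher entries had a median fold of 2.10. All 19 were past the listed ratio irrespective of p, 18 with an unadjusted and 9 with an adjusted p under 0.05. Among those 9 were *Cdkn1c* (3.18-fold, adjusted p = 0.0172), *Ripk3* (2.10-fold, adjusted p = 0.0172) and *Aatk* (2.92-fold, adjusted p = 0.0342), chosen here after their values were seen. Of the 6 lower entries, 3 were past the ratio and only *Acta1* also had an adjusted p under 0.05 (0.536-fold, adjusted p = 0.00396). The total of 10 past the ratio with an adjusted p under 0.05 depended on single arrays. It was 0 without K314/315R replicate 2 and 1 without K314/315R replicate 1 or without wild type 3 h replicate 2, and 3 and 5 without the other wild type arrays at 3 h. Of the 19 higher entries, 7 were more than 2-fold higher in wild type than in pTV cells. In the other 12 that fold lay between 0.683 and 1.75, and all 12 were lower in wild type cells at 3 h than at 0 h, at 0.580 to 0.977-fold. All 9 higher entries with an adjusted p under 0.05 in K314/315R over wild type were among these 12. None of the 7 p65-dependent entries, *Mmp10* and *Mmp13* included, passed it. Between K314/315R and pTV cells, 18 of the 19 were more than 2-fold higher (adjusted p under 0.05). The exception was *Aatk*, at a fold of 2.00.

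**Figure D2:**
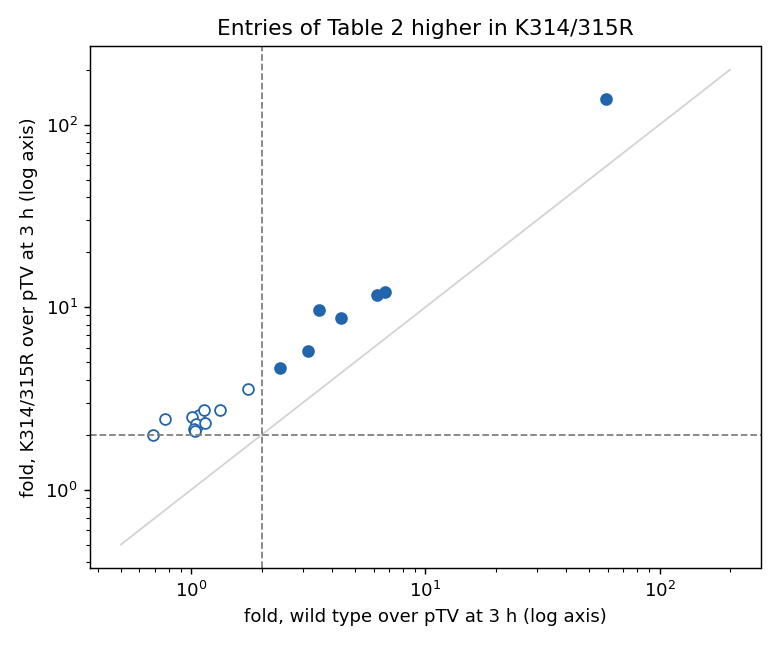
Fold of wild type over pTV (x axis, log scale) and of K314/315R over pTV (y axis, log scale) at 3 h of TNFα for the 19 higher entries of Table 2, 1 point per entry. Open points are the 12 entries that are not more than 2-fold higher in wild type than in pTV, dashed lines mark a fold of 2, and the grey diagonal marks equal folds. All points lie above the diagonal.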

Average values from at least two biological replicates are shown.

**Figure 1:**
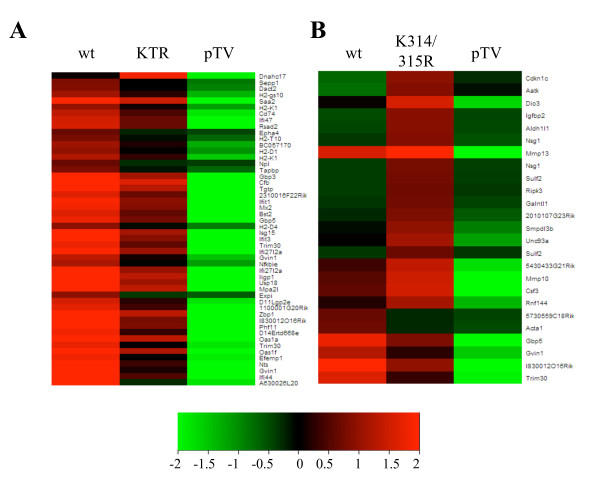
**Site-specific acetylation of p65 regulates the expression of distinct genes**. Heat maps showing the gene expression profiles of KTR cells **(A) **or K314/315R cells **(B) **compared to wild type control at 3 hours after TNFα stimulation using whole mouse genome arrays. Each row represents a single gene, and each column represents a different cell line. Red or green represents up- or downregulation of genes relative to the mean on each row, respectively. Mean data from at least two biological replicates is displayed. Only genes upregulated in wild type cells compared to pTV control were taken into account (>2-fold, p-value < 0.05). From these genes, only the ones with significant changes in expression levels (> 1.8-fold or < 0.556-fold, p-value < 0.05) between wild type and mutant cells are shown.

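Whether the p of these limits was adjusted for the number of probes is not stated in the paper, and it changes the mutant sets more than the set of p65-dependent probes. With an unadjusted p under 0.05, 820 probes were more than 2-fold higher in wild type than in pTV cells, only slightly more than with the adjusted p. Of the p65-dependent probes called with the adjusted p, 92 fell below the ratio of 0.556 in KTR irrespective of p and 6 rose above 1.8. In K314/315R, 36 fell below and 17 rose above. Of the same probes, 199 were well above background on none of the 3 pTV arrays and 483 on every one, so for the remainder the fold over pTV is partly, and for the 199 wholly, set by the detection limit.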

### Gene expression of *Mmp10 *and *Mmp13 *is enhanced when K314/315 are mutated

We subsequently investigated the induction kinetics of several genes by real-time RT-PCR in the complemented cell lines stimulated by TNFα for different time points (between 20 and 360 minutes). Selection of these genes was based on their inducibility by TNFα, as well as their dependency on p65 and their regulation by acetylation of K314/315. 

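In wild type cells, 250 probes were more than 1.8-fold higher at 3 h of TNFα than at 0 h and 95 were more than 1.8-fold lower (adjusted p under 0.05), 345 in all from 296 gene names. The total moved most, to 226, when only probes well above background on all arrays were tested. *Serpinb2* (7.84-fold, adjusted p = 1.3e-05), *Gpr84* (6.48-fold, adjusted p = 1.7e-06) and *Irg1* (6.36-fold, adjusted p = 0.0477) rose the most among called probes measured on all arrays of both time points without overlap between them. The largest decreases by the same rule were *Kcnj2* (0.251-fold, adjusted p = 7.7e-04), *Aqp5* (0.251-fold, adjusted p = 1.7e-06) and a probe listed by its cDNA only (0.240-fold, adjusted p = 1.9e-04). TNFα raised *Mmp10* 2.62-fold (adjusted p = 0.0128), *Mmp13* 2.68-fold (adjusted p = 0.0187), *Cfb* 2.62-fold (adjusted p = 0.00419) and *Mpa2l* 3.98-fold (adjusted p = 0.0262). With single arrays left out, the adjusted p rose to at most 0.0575 for *Mmp10*, 0.0854 for *Mmp13* and 0.115 for *Mpa2l*, and *Mpa2l* stayed under 0.05 only without wild type 3 h replicate 3. *Cxcl10*, the gene of IP-10, rose 1.96 on the log2 scale (adjusted p = 4.5e-04), with 2 of the 3 wild type arrays at 3 h giving a value. Dependence on p65 was seen for all 4 genes chosen for qRT-PCR. *Mmp10* was 6.21-fold higher in wild type than in pTV cells (adjusted p = 2.8e-05, well above background on 2 of the 3 pTV arrays). The folds of wild type over pTV were at least 16.5-fold for *Mmp13* (adjusted p = 8.4e-08), at least 29.8-fold for *Cfb* (adjusted p = 2.3e-09) and at least 26.1-fold for *Mpa2l* (adjusted p = 9.1e-07).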

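In K314/315R cells, *Mmp13* had a log2 signal relative to the 75th percentile of 0.51 ± 0.30 (SD, n = 2), against −0.71 ± 0.24 (SD, n = 3) in wild type and −0.48 ± 0.31 (SD, n = 3) in KTR cells at 3 h. The log2 fold change of K314/315R over wild type was 1.22 (standard error 0.33, adjusted p = 0.0819), and no array of one line overlapped with the other. This standard error rests on the spread of all groups, pTV included, where the SD was 0.68 with no array well above background. With the normexp background correction the adjusted p was 0.0303, the lowest over all alternatives and fits without 1 array, of which the highest was 0.310. *Mmp10* reached −0.47 ± 0.37 (SD, n = 2) in K314/315R and −1.38 ± 0.27 (SD, n = 3) in wild type cells, a log2 fold change of 0.91 (standard error 0.30, adjusted p = 0.145), again without overlap. Its SD in pTV, which also enters the standard error, was 0.56. With the replicate number as a block the log2 fold change was 1.01 and the adjusted p 0.0394, the lowest in a range up to 0.475. In KTR over wild type, the log2 fold change was 0.24 for *Mmp13* (adjusted p = 0.866) and −0.06 for *Mmp10* (adjusted p = 0.967). The latter changed sign to 0.02 with normexp, to 0.08 without wild type 3 h replicate 1 and to 0.16 without KTR replicate 2.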

*Mmp13 *and *Mmp10 *represented genes that were upregulated in the micro array experiments of K314/315R but not affected in KTR expressing cells. In contrast, *Cfb *and *Mpa2l *represented genes that were not affected in cells expressing K314/315R, but KTR, suggesting that acetylation of K310 is important for these genes. 

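*Cfb* fell by 0.93 on the log2 scale in KTR compared to wild type cells (standard error 0.23, adjusted p = 0.164). Its log2 signal was −0.79 ± 0.20 (SD, n = 3) in KTR and 0.14 ± 0.35 (SD, n = 3) in wild type cells, and all 3 KTR arrays lay below all 3 wild type arrays. Within slides 1 to 3 the difference was −1.08, −1.20 and −0.50. With no filter on dim probes, the adjusted p was 0.0299, the lowest in a range up to 0.470. The log2 fold change is the same there, and only the spread shared between probes and the adjustment over them differ. That setting also called 1244 probes higher in KTR, 87.8% of them well above background on no array of either line. *Mpa2l* fell by 1.51 (standard error 0.45, adjusted p = 0.272), from −0.05 ± 0.49 (SD, n = 3) to −1.56 ± 1.08 (SD, n = 3), and the arrays of the lines overlapped. The KTR arrays read −0.33, −2.02 and −2.33, and the differences within slides were −0.82, −1.85 and −1.85. Without KTR replicate 1, the log2 fold change was −2.12 and the adjusted p 0.0143. With no filter on dim probes, again with the fall of 1.51 unchanged, the adjusted p was 0.0416, and over all alternatives it reached 0.647. In K314/315R compared to wild type cells, *Cfb* had a log2 fold change of −0.40 (standard error 0.25, adjusted p = 0.460). *Mpa2l* had one of 0.09 (standard error 0.50, adjusted p = 0.951), which turned to −0.17 with the replicate number as a block, to −0.13 without wild type 3 h replicate 3 and to −0.12 without K314/315R replicate 1.

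**Figure D3:**
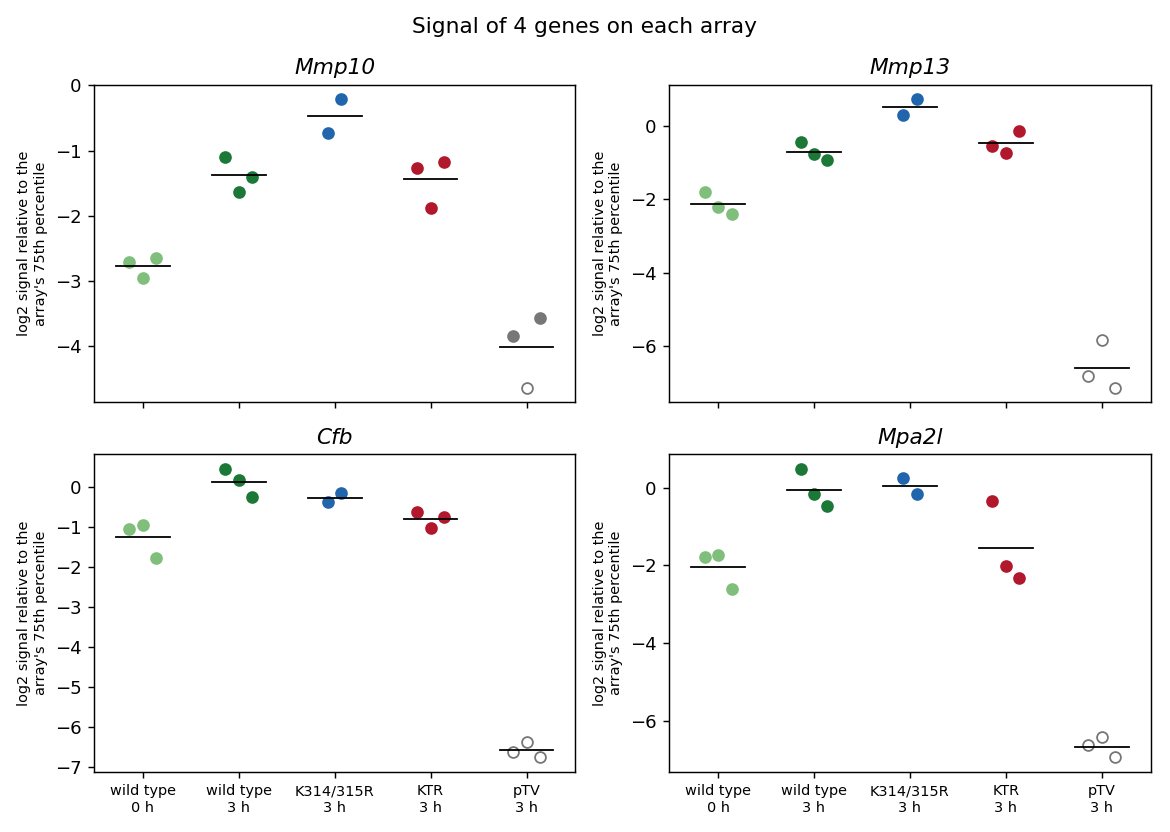
Log2 signal relative to the 75th percentile of the array (y axis) for *Mmp10*, *Mmp13*, *Cfb* and *Mpa2l* in wild type cells at 0 h and in wild type, K314/315R, KTR and pTV cells at 3 h of TNFα, 1 point per array. Filled points are well above background, open points are not, and the line is the group mean. The mean of *Cfb* falls from 0.14 in wild type to −0.79 in KTR, and that of *Mpa2l* from −0.05 to −1.56 with 1 KTR array at −0.33.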

Overall, the absolute mRNA levels of *Mmp10 *and *Mmp13 *were strongly and significantly increased upon time (with a maximum value at 6 and 3 and hours, respectively) in cells expressing the K314/315R mutant (Fig. 2A, B and Additional file 1: Supplemental Table S1), while the expression levels of *Cfb *and *Mpa2l *were not affected in the same cells (Fig. 2C, D and Additional file 1: Supplemental Table S1), corroborating our micro array results. Gene expression analysis in cells expressing the KTR mutant indeed confirmed that K310 is important for *Cfb *and *Mpa2l*, but counteracts the effect of K314/315R for *Mmp10 *or *Mmp13 *expression. Interestingly, the dependency on K310 acetylation for *Cfb *and *Mpa2l *was already observed when the basal expression levels were analyzed (0 hour time point).

**Figure 2:**
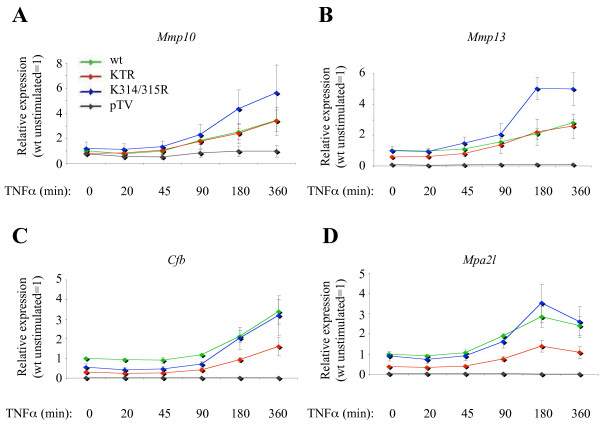
**Confirmation of gene expression profiles by qRT-PCR**. Gene induction of *Mmp10 *(A), *Mmp13 (B), Cfb (C) *and *Mpa2l ***(D) **in a TNFα-dependent manner, as measured by real-time RT-PCR, from the following complemented cell lines: wild type (green), KTR (red), K314/315R (blue) and pTV (grey). Samples were normalized to *Rps6 *and *CanX *expression levels, and expressed as fold increase relative to wild type unstimulated. Two biological replicates were included. Shown are the means ± SD of three independent runs.

### Characterization of antibodies raised against acetylated lysine 314 and 315 of p65

To further assess the functional relevance of p65 acetylation *in vivo*, we generated different antibodies raised against the acetylated K314 or K315. All raised antibodies recognized their specific p300-mediated acetylated residues on recombinant p65 acetylated *in vitro *(Fig. 3A) or on over expressed p65 acetylated *in vivo *(Fig. 3B).

**Figure 3:**
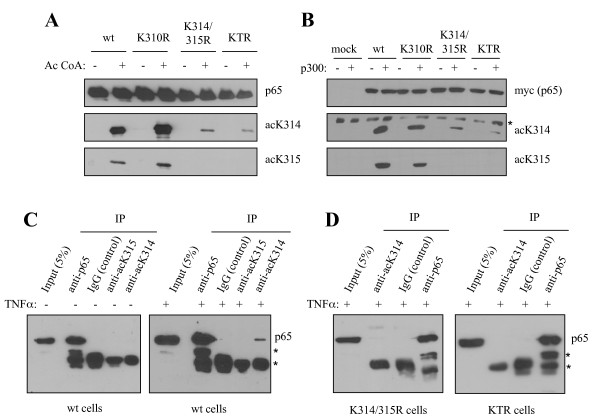
**Characterization of specific antibodies against p65 acetylated at K314 or 315**. **(A) **Purified recombinant p65 wild type and the acetylation-deficient mutants were incubated with recombinant p300 in the presence (+) or absence (-) of acetyl Co-A. Proteins were resolved on SDS-PAGE and analyzed by western blot using the indicated antibodies. **(B) **HEK 293T cells were transfected with p65 wild type or mutants, with (+) or without (-) p300 co-transfection. Acetylation of p65 at specific lysines was assessed by western blot using the specific antibodies. * indicates a non-specific band. (**C and D**) p65 was immunprecipitated from untreated or TNFα-stimulated cells using the indicated antibodies. Immunoprecipitated proteins were separated by 10% SDS-PAGE and subsequently analyzed by western blot using an anti-p65 antibody. * indicates IgG-band.

To confirm that endogenous p65 is indeed acetylated at the indicated lysines, immunoprecipitation experiments with the antibodies raised against acetylated K314, K315 or against p65 were performed. The antibody anti-acK314 immunoprecipitated p65 only in cells complemented with wild type p65 in a TNFα-dependent manner (Fig. 3C). No p65 was immunoprecipitated in cells expressing the K314/315R or the KTR p65 mutant (Fig. 3D), suggesting, that endogenous p65 is indeed acetylated at K314 upon stimulation with TNFα. Unfortunately, anti-acK315 was not specific enough to recognize endogenous acetylation at K315.

### Chromatin-associated p65 is acetylated at lysine 314

From the above selected genes only *Cfb *was already described to contain a κB site in its promoter [19]. We therefore searched for putative κB sites within the DNA sequence 1 kB upstream of the transcription start site (TSS) of the selected genes. Bioinformatic analysis identified several putative κB sites in the promoters of *Mmp10 *and *Cfb*, one site in the promoter of *Mpa2l*, but none for *Mmp13 *(Fig. 4A). *Mmp13 *was thus not further investigated. ChIP studies in *p65*(+/+) MEFs stimulated with TNFα for 20 and 180 minutes revealed that p65 was recruited to the promoters of *Cfb *and *Mpa2l *in a stimulus-dependent manner, while no enrichment was observed in *p65*(-/-) MEFs (Fig. 4B). These recruitments were promoter-specific, since p65 occupancy to promoter of *glucagon*, a negative control, was not induced upon TNFα stimulation. *IP-10*, a known NF-κB target gene with very well characterized κB sites at its promoter, served additionally as a positive control. Unfortunately, no p65 enrichment could be observed to the κB sites of *Mmp10 *(data not shown), indicating that p65 would activate this gene through other κB sites or other transcription factors.

**Figure 4:**
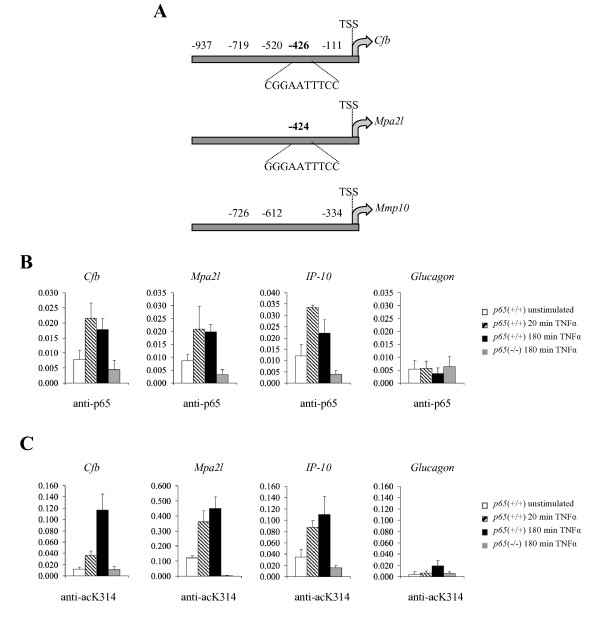
**Acetylated p65 is recruited to the promoter region of regulated genes upon TNFα stimulation**. **(A) **Promoters of *Cfb, Mpa2l *and *Mmp10 *have putative κB sites. Schematic representation of putative κB sites found in the indicated promoter regions. The distance in bp relative to the transcription start site (TSS) of every putative κB site is shown, as well as the sequence from the κB site chosen for analysis by ChIP. Chromatin immunoprecipitation analysis of p65 **(B) **or p65acetylated at K314 **(C) **from *p65*(+/+) MEFs kept unstimulated or treated with TNFα for 20 or 180 minutes. Chromatin from *p65*(-/-) MEFs stimulated with TNFα for 180 minutes was used as negative control. Recruitment to the indicated promoters was analyzed. Occupancy to *IP-10 *and *Glucagon *promoters was assessed as positive and negative control, respectively. Samples were normalized to input chromatin and expressed as % input. The result is representative of three independent experiments. Mean values ± SD of three independent runs are shown.

Interestingly, ChIP experiments using the anti-acetyl K314 antibodies showed that chromatin-associated p65 is indeed acetylated at K314 on all analyzed genes (*Cfb*, *Mpa2l *and *IP-10*) (Fig. 4C), although the expression of these genes was not affected by mutating K314/315 (Fig. 2C and 2D). Furthermore, the detected amount of recruited p65, which was acetylated at K314, increased over time (comparing values at 180 min and 20 min). Unfortunately, the antibody raised against acetyl K315 was not able to immunoprecipitate p65 under the tested conditions (data not shown). Together, these experiments identified *Mpa2l *as a novel NF-κB target gene through the recruitment of p65 to its promoter and provide strong evidence that chromatin-bound p65 is indeed acetylated at K314.

## Discussion

We have previously shown that p65 acetylation plays an important role in regulating NF-κB-dependent transcription of a subset of genes. Our current results confirm those earlier findings by identifying new genes differentially regulated in the acetylation-deficient mutants compared to wild type cells. Remarkably, only a few genes identified after 3 hours TNFα stimulation overlapped with the genes identified in our previous study after 45 minutes TNFα stimulation (data not shown). We also observed that TNFα does not induce NF-κB activity in the complemented MEFs as efficiently as in the parental *p65*(+/+) MEFs used for ChIP (data not shown). Therefore, although our complemented MEFs are useful to address the role of p65 acetylation *in vivo*, we might have identified only part of the genes influenced by p65 acetylation with the micro array screen.

*Cfb *was previously suggested to be a direct target of NF-κB by EMSA experiments [19]. Our ChIP assays confirmed that p65 is recruited to *Cfb *promoter in a TNFα-dependent manner *in vivo *and further identified *Mpa2l *as a novel NF-κB target gene. Although *Mmp10 *and *Mmp13 *were differentially expressed in acetylation-deficient mutant cells compared to wild type cells, we failed to detect p65 recruitment to those promoters. One explanation could be that p65 is recruited to the promoter region of these genes with a different kinetics than the one we investigated here. Alternatively, p65 could bind to a regulatory element located far away from the promoter to regulate transcription, as has been shown for several NF-κB target genes [20-22]. NF-κB is known to activate the expression of many transcription factors and their regulators [4]; consequently, a third possibility is that p65 directly induces the expression of a protein that regulates the expression of these genes. Along this line, NF-κB has been shown to directly activate the expression of the transcription factor Elk-1, which in turn induces *Mmp13 *gene expression [23].

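The arrays of KTR and K314/315R cells at 3 h were compared directly, which tests the difference between the mutants together with that between their slides. *Mmp10* was 0.511-fold as high in KTR as in K314/315R cells (log2 fold change −0.97, adjusted p = 0.0894), and *Mmp13* had a log2 fold change of −0.99 (adjusted p = 0.111). With the replicate number as a block, the adjusted p of *Mmp10* was 0.0254, in a range up to 0.419 over the alternatives and the fits without 1 array, and with normexp that of *Mmp13* was 0.0157, in a range up to 0.436. *Cfb* had a log2 fold change of −0.53 (adjusted p = 0.255) and *Mpa2l* one of −1.60 (adjusted p = 0.0889), which passed the adjusted threshold with the block (adjusted p = 0.0313), with normexp (adjusted p = 0.0391) and without KTR replicate 1 (adjusted p = 0.00869). Over the alternatives its adjusted p reached 0.297. Over all tested probes, 566 differed more than 1.8-fold (adjusted p under 0.05), 456 of them higher and 110 lower in KTR. The share of higher calls was 80.6%, and it was 53.6% with quantile normalization (214 higher, 185 lower) and 68.8% in the deposited table of normalized intensities (337 higher, 153 lower). Highest in KTR among the called probes measured on all arrays of both lines, without overlap between them, were a transcript listed as NAP029777-1 (11.5-fold, adjusted p = 0.0045), *Gm784* (5.31-fold, adjusted p = 0.00312) and *BC013476* (4.55-fold, adjusted p = 0.0198). Lowest were *Expi* (0.202-fold, adjusted p = 0.0319), *Aatk* (0.251-fold, adjusted p = 0.00981) and *1100001G20Rik* (0.265-fold, adjusted p = 0.0411). Of the p65-dependent probes, 8 were higher and 32 lower in KTR than in K314/315R, and 2 and 49 with quantile normalization, 2 and 21 with normexp and 3 and 13 with the slide block. Fitted to the arrays of KTR and K314/315R alone, limma called 0 probes at the adjusted p, against 566 in the fit of all arrays. There were 945 with the replicate number as a block and 271 with the slide as a random block. At an unadjusted p under 0.05, the fit of all arrays called 1142.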

Interestingly, the stimulatory effect of mutating K314/315 was lost when additionally mutating K310, suggesting that K310 acetylation is not affected by the lack of K314/315 acetylation, and that the modification of K310 would counteract the effect of K314/315 at the particular tested genes. Furthermore, the effect of mutating K314/315 on gene expression was more obvious after 3 hours of stimulation compared to early time points (e.g. 20 minutes), suggesting that acetylation of these lysines might more likely affect termination of gene expression than its induction itself. Here, we provide for the first time evidence that endogenous, chromatin-bound p65 is indeed acetylated at K314 upon stimulation with TNFα. Unfortunately, acetylation of K315 could not be confirmed due to the lack of a specific acetylation-dependent antibody that recognizes endogenous proteins. Interestingly, we observed acetylation of p65 K314 at promoters of genes whose expression was not affected by mutating K314/315 (e.g. *IP-10*). Thus, it could well be that p65 is acetylated upon recruitment of p300 at promoters of many genes, but that the expression of only some of these genes is affected by p65 acetylation at distinct lysines.

The observation that mutation of K314/315 increases expression of certain genes (e.g. *Mmp10 *and *Mmp13*) suggests that acetylation of K314 and possibly K315 might represses gene expression. A possible molecular mechanism is that acetylated lysines at p65 create docking sites for bromodomain-containing proteins which need to be recruited to promoters to modulate transcription [24]. On the other hand, we can currently not exclude that lysines 314 and/or 315 are modified by another post-translation modification (e.g. methylation, [25]) and that mutating these residues would thus affect gene expression independently of acetylation. However, provided the observed acetylation of chromatin-bound p65 at K314, acetylation is more likely to compete with another lysine modification, possibly resulting in crosstalk between different modifications [25]. Indeed, a recent study reported that these same two lysines (K314/315) can be methylated by Set9 to induce ubiquitinylation of NF-κB and subsequently terminate gene expression [26]. Thus, acetylation at K314 and possibly K315 could prevent methylation-mediated repression of target genes and thus avoid methylation-induced termination of p65-dependent gene expression. A direct evidence for methylated p65 at K314/315 bound to chromatin is however still missing. Whether the same genes are regulated by both post-translational modifications should be further addressed. Alternatively, both post-translational modifications might regulate distinct set of NF-κB-dependent genes and thus not influence each other.

## Conclusions

Together, our results establish acetylation of K314 as an important regulatory modification of p65 and subsequently of NF-κB-dependent gene expression.

## Methods

### Tissue culture

Complemented *p65*(-/-) NIH 3T3 MEFs stably expressing p65 wild type or the acetylation-deficient mutants were generated by lentiviral complementation as previously described in [18]. Briefly, HEK 293T cells were transfected with the packaging plasmid, the envelope plasmid and pTV-myc-RelA/p65 wild type, RelA/p65 K/R mutants or the control pTV vector. *p65*(-/-) MEFs were infected with the viral supernatant and split into selective medium (2.5 μg/ml Blasticidin) after thirty-six hours. Expression of recombinant proteins was confirmed by western blot analysis. Pools of cells were used for further analysis. They, as well as the *p65*(-/-) and (+/+) parental NIH 3T3 MEFs kindly provided by A. Beg [27], were maintained in DMEM supplemented with 10% FCS, 100 units/ml penicillin/streptomycin (Gibco) and non-essential amino acids (Gibco). HEK 293T cells were maintained in DMEM supplemented with 10% FCS and 100 units/ml penicillin/streptomycin.

### Plasmids

Plasmids for the mammalian overexpression of human p65 wild type and mutants K310R, K314/315R and KTR in HEK 293T cells were described elsewhere [18]. Briefly, pph-CMV-Km-RelA/p65 wild type, previously described in [28], was used as template vector for the generation of the p65 mutants by site-directed mutagenesis according to the QuickChange protocol (Stratagene). All introduced mutations were confirmed by sequencing.

### Reagents and antibodies

Human TNFα, Trichostatin A (TSA), Nicotinamide (Nam) and acetyl-Coenzyme A (acetyl Co-A) were purchased from Sigma. Recombinant mouse TNFα was either purchased from Sigma or generated in our laboratory. Sodium fluoride (NaF) and beta-glycerophosphate were obtained from Fluka. The acetyl-specific antibodies for p65 anti-acetyl K314 (ab18727) and anti-acetyl K315 (ab19869) were generated by Abcam. The following antibodies were purchased from Santa Cruz Biotechnologies: anti-p65 (sc-372) and anti-p300 (sc-585). The anti-myc antibodies were either purchased from Roche (11-667-149-001) or purified from hybridoma cells.

### Generation of recombinant proteins

The recombinant proteins were expressed by baculovirus in Sf21 cells using either the FastBac or the BacPAK systems (Clontech). His-tagged proteins were purified over Ni^2+^-beads (ProBond, Invitrogen).

### Micro array

Complemented cell lines p65 wild type or acetylation-deficient mutants were starved overnight before either left untreated or stimulated with 30 ng/ml TNFα for 3 hours. Total RNA from three biological replicates per sample was isolated at different days using the 'Total RNA isolation mini kit' (Agilent Technologies). RNA quality was measured on the 2100 Bioanalyzer (Agilent Technologies). Microarray experiments were performed using 'Whole Mouse Genome (4 × 44 K) Oligo Microarray Kit' (Agilent Technologies) and 'One-color micro array-based gene expression analysis' (Agilent Technologies) following the manufacturer's protocol. Cy3-labeled cRNA was purified with the RNeasy kit (Qiagen). Dye incorporation was assessed with the ND-1000 Spectrophotometer (NanoDrop Technologies). Per sample, 1.65 μg cRNA from each of the three biological replicates was hybridized to independent arrays according to the manufacturer's protocol. Hybridized slides were scanned with the Agilent DNA Microarray scanner and quantified using the Agilent Feature Extraction software. The data analysis was performed using 'Rosetta Resolver^® ^Gene Expression Data Management and Analysis System' (Rosetta Biosoftware). Briefly, data was processed and normalized with default settings. Then, low-signal genes with signal intensities < 0.1 were filtered out. Differential expression between two conditions was assessed based on the average ratio and significance. All genes with expression ratios < 0.556 and >1.8, and a p-value < 0.05 were selected to generate the tables of significantly regulated genes. These sequence data have been submitted to the GEO database http://www.ncbi.nlm.nih.gov/geo under accession number GSE15196.

### Gene expression by quantitative RT-PCR

Complemented MEFs were starved overnight before treatment with 30 ng/ml recombinant TNFα for different time points. Total RNA was isolated from at least two biological samples at different days with the 'Total RNA isolation mini kit' (Agilent Technologies). RNA quantity was assessed with the ND-1000 Spectrophotometer (NanoDrop Technologies). 2 μg RNA was subsequently retro-transcribed using the 'High-capacity cDNA reverse transcription kit' (Applied Biosystems) following the manufacturer's protocol. Real-time PCR was performed using the Rotor-Gene 3000 (Corbett Life Science, now Qiagen) and TaqMan assays from Applied Biosystems for the following genes: *Cfb, Mpa2l, Mmp10, Mmp13, Rps6 *and *CanX*, according to Applied Biosystems' protocol. The last two genes were used as internal controls to normalize for RNA input. RNA from at least two biological replicates per sample was measured and analyzed with REST [29]. Each experiment was run three independent times, the mean value and ± SD was calculated and blotted into graphs. A 2-tails, paired t-Test was performed with the log of the values to additionally calculate the p-values.

### *In vitro *acetylation assay

1 μg of recombinant p65 wild type or the acetylation-deficient mutants were incubated with 500 ng recombinant p300 in HAT buffer (50 mM Tris HCl pH8, 100 mM NaCl, 10% glycerol, 1 mM PMSF, 1 mM DTT, 1 μg/ml bepstatin, 1 μg/ml leupeptin, 1 μg/ml pepstatin and 1 mM sodium butyrate) with or without addition of 150 μM acetyl-CoA. After 1 hour at 30°C, samples were resolved on SDS-PAGE and analyzed by western blot.

### Acetylation assays in cells

HEK 293T cells were transfected with expression plasmids for p300 and either myc-tagged p65 wild type, the acetylation-deficient mutants or an empty vector, using the calcium phosphate precipitation method. After 23 hours, cells were treated with 10 ng/ml human TNFα for 30 minutes. Then, whole cell extracts were prepared and 40 μg protein was analyzed by SDS-PAGE and western blot.

### Immunoprecipitation

Whole cell extracts from the complemented cells untreated or stimulated with 10 ng/ml TNFα for 40 minutes were used to immunoprecipitate p65. 750 μg of extract were incubated with 1.5 μg of antibody for 1 hour at 4°C in Co-IP buffer (20 mM HEPES pH 7.9, 100 mM NaCl, 2.5 mM MgCl_2_, 0.05% NP-40, 1 mM PMSF, 1 μg/ml pepstatin, 1 μg/ml bestatin, 1 μg/ml leupeptin, 1 μM TSA, 5 mM Nam). Protein G sepharose was added and samples were incubated for another 2 h at 4°C. Samples were washed three times 5 minutes in Co-IP buffer containing 100 mM NaCl before being subjected to 10% SDS-PAGE, followed by western blot.

### Chromatin Immunoprecipitation

*p65*(-/-) or (+/+) MEFs were stimulated with 10 ng/ml mouse TNFα for the indicated time points and fixed with 1% formaldehyde (Calbiochem) for 10 minutes. After extensive washing, the plasma membrane was first lysed with lysis buffer 1 (50 mM Tris HCl pH8, 2 mM EDTA pH8, 0.1% NP-40, 10% glycerol, 1 mM PMSF, 0.5 mM DTT, phosphatase and HDAC inhibitors) and then the nuclear membrane with lysis buffer 2 (50 mM Tris HCl pH8, 5 mM EDTA pH8, 1% SDS, 1 mM PMSF, 0.5 mM DTT, phosphatase and HDAC inhibitors). Chromatin fragmentation was achieved with the Bioruptor (Diagenode). Sonified chromatin was diluted with 9 volumes of dilution buffer (50 mM Tris HCl pH8, 5 mM EDTA pH8, 0.5% NP-40, 200 mM NaCl and 1 mM PMSF) and pre-cleared for 1 hour with Protein A Agarose/salmon sperm DNA (Millipore). 1% of input was saved and the remaining chromatin was then incubated overnight with the specific antibodies. After 30 additional minutes of incubation with Protein A Agarose/salmon sperm DNA, the immuno-complexes were extensively washed with washing buffer (20 mM Tris HCl pH8, 2 mM EDTA pH8, 1% NP-40, 0.1% SDS, 500 mM NaCl and 1 mM PMSF) and then with buffer TE (10 mM Tris HCl pH8 and 1 mM EDTA pH8). Chromatin was eluted with 2% SDS in TE buffer and incubated at 65°C for at least 6 hours. DNA was purified with 'QIAquick PCR purification kit' (Qiagen) following the manufacturer's recommendations and measured by real-time PCR using SYBR Green and the Rotor-Gene 3000 (Corbett Life Science, now Qiagen). The following primers were used: Mpa2l_forward (CAGCCCCTTTTATAGTGAGTC), Mpa2l_reverse (TAC AAAATCCGGGAGTATTGC), Cfb_forward (CACCTGTGAAGCAAGTCTCTCTCT), Cfb_reverse (TTTGTGCAGCAAGGACTCTGACCT), IP-10_forward (GCAATGCCCT CGGTTTACAG), IP-10_reverse (GGCTGACTTTGGAGATGACTCA), Glucagon_ forward (GAGTGGGCGAGTGAAATCAT) and Glucagon_reverse (TGAGCTGCGA ACAGGTGTAG) Samples were normalized to input chromatin and expressed as % input. Each experiment was independently repeated at least three times. Mean values ± SD of three independent real-time PCR runs from one independent ChIP are shown.

## List of abbreviations

acetyl Co-AL: acetyl-CoenzymeA; ChIP: chromatin immunoprecipitation; K: lysine; MEFs: mouse embryonic fibroblasts; Nam: Nicotinamide; NF-κB: nuclear factor κB; TNFα: tumor necrosis alpha; TSA: trichostatin A; TSS: transcription start site.

## Authors' contributions

K.M.R. carried out the molecular studies and drafted the manuscript. M.F. performed a part of the experiments. M.O.H. conceived the study and participated in its design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Gene expression analysis of *Mmp10*, *Mmp13*, *Cfb *and *Mpa2l *with quantitative RT-PCR**. The mean value of three independent runs relative to wild type unstimulated is shown, as well as ± SD and p-values. 

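Supplemental Table S1 has parts A to D, 1 for each gene, and gives mRNA amounts by real-time RT-PCR, normalized to 2 reference genes, for each cell line and time point as multiples of the unstimulated wild type value. The time of 180 min is that of the arrays, and the arrays of wild type cells at 0 h give the same reference. On the arrays, *Mmp10* was 4.92-fold of unstimulated wild type in K314/315R, 2.52-fold in KTR and 0.422-fold in pTV cells. The paper's values at 180 min are 4.33, 2.37 and 0.95, beside 2.50 in wild type cells. *Mmp13* was 6.24-fold in K314/315R and 3.15-fold in KTR cells, and in pTV cells it was at least 6.17-fold lower than in unstimulated wild type. The paper reports 5.03 in K314/315R, 2.20 in KTR and 2.09 in wild type cells. For *Cfb*, the arrays gave 1.99-fold in K314/315R and 1.38-fold in KTR cells, and the paper's values are 2.03 and 0.93, beside 2.13 in wild type cells. For *Mpa2l*, they gave 4.23-fold in K314/315R and 1.40-fold in KTR cells, and at least 6.56-fold lower in pTV than in unstimulated wild type cells. The paper's values are 3.52 in K314/315R, 1.38 in KTR and 2.84 in wild type cells. The array means rest on 3 arrays per group, except for the 2 arrays of K314/315R, and the p-values of the table were not computed anew.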

P-values were calculated comparing data of each cell line with wild type. Click here for file

# Supplementary material for: Acetylation of p65 at lysine 314 is important for late NF-κB-dependent gene expression
**Source:** BMC Genomics. 2010 Jan 11;11:22. doi: 10.1186/1471-2164-11-22
**Supplement:** Additional file 1 — Gene expression analysis of Mmp10, Mmp13, Cfb and Mpa2l with quantitative RT-PCR. The mean value of three independent runs relative to wild type unstimulated is shown, as well as ± SD and p-values. P-values were calculated comparing data of each cell line with wild type.

**Table S1 A – Gene expression analysis of *Mmp10***

|  | **Wt** | | **K314/315R** | | | **KTR** | | | **pTV** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **mean** | **std dev** | **mean** | **std dev** | **p value** | **mean** | **std dev** | **p value** | **mean** | **std dev** | **p value** |
| **0’** | 1.00 |  | 1.17 | 0.53 | 0.85 | 0.79 | 0.12 | 0.11 | 0.76 | 0.11 | 0.08 |
| **20’** | 0.74 | 0.17 | 1.12 | 0.44 | 0.12 | 0.83 | 0.24 | 0.44 | 0.53 | 0.24 | 0.16 |
| **45’** | 0.97 | 0.23 | 1.31 | 0.46 | 0.17 | 1.04 | 0.33 | 0.35 | 0.50 | 0.18 | **0.02** |
| **90’** | 1.80 | 0.26 | 2.29 | 0.80 | 0.38 | 1.75 | 0.54 | 0.65 | 0.82 | 0.30 | **0.05** |
| **180’** | 2.50 | 0.60 | 4.33 | 1.54 | **0.03** | 2.37 | 0.82 | 0.38 | 0.95 | 0.43 | **0.03** |
| **360’** | 3.41 | 0.85 | 5.62 | 2.25 | **0.05** | 3.36 | 1.12 | 0.66 | 0.96 | 0.45 | **0.02** |

**Table S1 B – Gene expression analysis of *Mmp13***

|  | **Wt** | | **K314/315R** | | | **KTR** | | | **pTV** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **mean** | **std dev** | **mean** | **std dev** | **p value** | **mean** | **std dev** | **p value** | **mean** | **std dev** | **p value** |
| **0’** | 1.00 |  | 0.98 | 0.30 | 0.80 | 0.57 | 0.06 | **0.01** | 0.07 | 0.04 | **0.02** |
| **20’** | 0.96 | 0.09 | 0.93 | 0.22 | 0.69 | 0.61 | 0.10 | **0.02** | 0.03 | 0.02 | **0.02** |
| **45’** | 1.09 | 0.32 | 1.46 | 0.41 | 0.23 | 0.79 | 0.20 | **0.04** | 0.05 | 0.05 | **0.02** |
| **90’** | 1.55 | 0.25 | 2.03 | 0.73 | 0.51 | 1.36 | 0.57 | 0.44 | 0.08 | 0.07 | **0.03** |
| **180’** | 2.09 | 0.34 | 5.03 | 0.72 | **0.01** | 2.20 | 0.86 | 0.94 | 0.08 | 0.07 | **0.02** |
| **360’** | 2.81 | 0.20 | 4.99 | 1.08 | **0.03** | 2.58 | 0.78 | 0.52 | 0.07 | 0.07 | **0.02** |

**Table S1 C – Gene expression analysis of *Cfb***

|  | **Wt** | | **K314/315R** | | | **KTR** | | | **pTV** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **mean** | **std dev** | **mean** | **std dev** | **p value** | **mean** | **std dev** | **p value** | **mean** | **std dev** | **p value** |
| **0’** | 1.00 |  | 0.54 | 0.19 | 0.10 | 0.29 | 0.05 | **0.01** | n.d. |  |  |
| **20’** | 0.92 | 0.06 | 0.40 | 0.14 | **0.04** | 0.23 | 0.05 | **0.00** | n.d. |  |  |
| **45’** | 0.89 | 0.15 | 0.46 | 0.16 | **0.05** | 0.24 | 0.50 | **0.01** | n.d. |  |  |
| **90’** | 1.17 | 0.01 | 0.69 | 0.16 | 0.06 | 0.40 | 0.90 | **0.02** | n.d. |  |  |
| **180’** | 2.13 | 0.32 | 2.03 | 0.56 | 0.48 | 0.93 | 0.13 | **0.00** | n.d. |  |  |
| **360’** | 3.38 | 0.63 | 3.16 | 1.00 | 0.43 | 1.60 | 0.47 | **0.01** | n.d. |  |  |

**Table S1 D – Gene expression analysis of *Mpa2l***

|  | **Wt** | | **K314/315R** | | | **KTR** | | | **pTV** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **mean** | **Std dev** | **mean** | **std dev** | **p value** | **mean** | **std dev** | **p value** | **mean** | **std dev** | **p value** |
| **0’** | 1.00 |  | 0.90 | 0.23 | 0.49 | 0.38 | 0.02 | **0.00** | 0.01 | 0.00 | **0.00** |
| **20’** | 0.90 | 0.08 | 0.72 | 0.17 | 0.12 | 0.34 | 0.05 | **0.00** | 0.01 | 0.00 | **0.00** |
| **45’** | 1.05 | 0.16 | 0.90 | 0.22 | 0.22 | 0.40 | 0.04 | **0.01** | 0.01 | 0.00 | **0.00** |
| **90’** | 1.89 | 0.13 | 1.61 | 0.32 | 0.34 | 0.76 | 0.12 | **0.02** | 0.02 | 0.00 | **0.00** |
| **180’** | 2.84 | 0.51 | 3.52 | 0.94 | 0.13 | 1.38 | 0.29 | **0.00** | 0.01 | 0.00 | **0.00** |
| **360’** | 2.39 | 0.47 | 2.60 | 0.76 | 0.38 | 1.08 | 0.28 | **0.00** | 0.00 | 0.00 | **0.00** |

How the deposited data were processed for this re-analysis (not part of the article)

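Gene expression was measured on 14 one-colour arrays (Agilent Whole Mouse Genome, Cy3), 1 per culture. *p65*(-/-) mouse embryonic fibroblasts complemented with wild type p65, KTR, K314/315R or the empty vector pTV were treated with 30 ng/ml TNFα for 3 h, and wild type cells were also measured at 0 h. There were 3 arrays per group, and 2 for K314/315R. All 14 arrays were used.

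For every array the authors deposited the scanner output of Feature Extraction (version 9.1.1.1 for slides 1 to 3 and 9.1.3.1 for slide 4), in which each spot has an intensity that the software corrected for background and spatial trends but did not scale between arrays. The authors also deposited a table of normalized intensities, which was found to hold the mean corrected intensity of each probe multiplied by 1 factor per array (0.837 to 1.20; within 1% for every probe with a single spot, and for at least 99.5% of all probes). The paper names Rosetta Resolver with default settings for its analysis. The error model of that software and its filter on intensity could not be repeated here.

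Spots marked as non-uniform or as population outliers (1 to 326 per array) were left out, the spots of a probe were averaged, and each array was divided by its 75th percentile and taken to log2. A probe was tested if it was not a control and was well above background on every array of at least 1 group, which held for 22172 of 41174 probes. For 5 of these, no value was left in 1 of the groups. Saturated spots numbered 0 to 19 per array. The outlier spots were most frequent on KTR replicate 2 (212) and KTR replicate 3 (326). The precision is limited by the number of arrays.

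The groups were compared in R 4.3.3 with limma 3.58.1 (data.table 1.17.8 for reading), with all 14 arrays in 1 fit that shares the estimate of the spread, two-sided, with Benjamini-Hochberg adjustment over all tested probes. A probe was called p65-dependent at a fold over 2 in wild type over pTV at 3 h and an adjusted p under 0.05. Changes in KTR, in K314/315R, by TNFα and between the mutants were called at a ratio over 1.8 or under 0.556 (for TNFα and between the mutants, over 1.8-fold either way) and an adjusted p under 0.05. The paper does not state whether its p was adjusted, so the unadjusted p is an alternative. "At least N-fold" is given where no array of 1 group was well above background at a probe. It compares the mean of the bright group with the mean of the dim group's floor, which on each array is the higher of the probe's own signal and the lowest signal among probes well above background. On simulated arrays of the same size, with 200 of 21589 probes changed by 1.5 on the log2 scale, the test recovered 185 for wild type over pTV with 5 false calls, 181 for KTR over wild type with 6, 181 for K314/315R over wild type with 4, 185 for TNFα with 5 and 183 for KTR over K314/315R with 2. These arrays had independent noise, equal in all groups, without slide effects or a detection limit. The planted change lies above the 1.8-fold limit, so recovery of smaller changes was not tested.

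Whether the replicate numbers pair the arrays was checked by the correlation of deviations from the group means across probes. Among the groups on slides 1 to 3, the 18 pairs of arrays with the same number had correlations of 0.308 to 0.613 and the 36 other pairs of −0.510 to 0.0955, so there the number, which is also the slide, pairs the arrays. For K314/315R on slide 4, the 8 same-number pairs had −0.101 to 0.411 and the 16 other pairs −0.416 to 0.416, where the deviations of 2 arrays from their mean mirror each other. A pairing of its numbers is therefore neither shown nor excluded. The paper states that RNA was isolated on different days and names no pairing.

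The genes named in the text include *Rela*, *Mmp10*, *Mmp13*, *Cfb*, *Mpa2l*, *Cxcl10* and *Gcg*, which the paper names. Also named are the 3 highest and the 3 lowest called probes by fold in each of the 5 comparisons, without array overlap between the groups. For each mutant over wild type, only p65-dependent probes were ranked, and limma called 0 of them higher in KTR. This ranking was made among probes well above background on all arrays of both groups, since values at the detection limit have no order. The genes of Tables 1 and 2 are summarised, and named singly where direction or fold differs from the paper's values, which had been read beforehand. Genes named outside this rule are said to have been chosen after their values were seen. *Gcg* was not well above background on every array of any group and was not tested. Entries of the tables were matched by RefSeq accession and otherwise by symbol, the brightest probe was taken, and for a gene listed more than once the 2 brightest were paired with the entries in order of fold. Gene names are those of the array files. The reference table of mouse genes (GRCm38.p6) held an accession for 22951 of the 41174 probes, with a differing current symbol for 5141, such as *Gbp6* for *Mpa2l*. No coordinates are given.

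Of the gene lists, 4 were written down beforehand (interferon-stimulated, NF-κB target, proliferation and fibroblast matrix genes). The interferon-stimulated list was also run without the genes of Tables 1 and 2. Each was tested in KTR and in K314/315R against wild type with camera at a preset correlation of 0.01, with fry and an estimated correlation beside it, on the brightest tested probe per gene.

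The alternatives were a normexp background correction (offset 50), quantile normalization, the deposited normalized intensities, no filter on dim probes, only probes well above background on all arrays, only the groups compared, an intensity trend in the spread, the replicate number or the slide as a block, the unadjusted p, the mean over the probes of a gene, and each array left out in turn. For normexp, the fit failed on 4 arrays while local backgrounds marked as outliers (784 to 2725 spots per array) were in it, so the median local background of the array was used at those spots. p65 dependence read from K314/315R over pTV was added after the data were seen. The real-time RT-PCR, chromatin immunoprecipitation and western blot data of the paper were not analysed here.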

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

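Chosen only after the result was seen were the tests of the spike-in controls, of the excess of higher over lower calls between the mutants, of the K314/315R calls under quantile normalization, and of other splits of the wild type and pTV arrays for lower probes.

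Between KTR and K314/315R, 566 probes differed (456 higher and 110 lower in KTR, 545 gene names) by a test of the difference itself. Since slide and mutant cannot be told apart here, these calls do not show that the effects of the mutants differ. A fit of only the 2 groups compared called 0 probes. A brightness-dependent difference between arrays as the whole source is argued against by quantile normalization, under which 55.3% of the calls remained (208 of the 456 higher and 105 of the 110 lower). Normexp kept 250 of the 566. For the excess of higher calls, such a difference remains a candidate explanation, since the higher share fell from 80.6% to 53.6% with that normalization. Slide 4 and its later scan stay open. The spike-in controls on slide 4 lay 1.23 higher on the log2 scale than on slides 1 to 3, and both K314/315R arrays, and no others, were on that slide, so slide and mutant cannot be told apart. With the slide as a random block, 271 probes were called, and without K314/315R replicate 2, 80. A difference between the mutant p65 proteins, which the design names, also stays open.

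In wild type compared to pTV cells, 323 probes (275 names) were lower, a set outside the genes the paper considers, which are those higher in wild type. Scaling between arrays is argued against by quantile normalization, which kept 95.0% of these calls. Normexp kept 45.5%, so the background correction stays open for the others. Of the 10 splits of the 6 arrays into 3 and 3, only 1, the real one, gave as many calls, and 10 splits cannot by themselves exclude chance. The other splits gave 0 calls in limma, including the other 3 of the 4 splits that part every same-number pair, in which each side mixes wild type and pTV arrays. Against chance for the single genes stand the adjusted p-values of limma, such as 2.9e-06 for *Dkk2*, whose arrays did not overlap between the lines. Wild type and pTV arrays share slides 1 to 3, so the slide does not separate them. The presence of p65 and other differences between the separately selected cell pools stay open, and the latter were not tested.

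In K314/315R compared to wild type cells, 218 of the 232 lower probes lay outside the p65-dependent probes, and the paper does not report on them. A brightness-dependent difference between arrays is a candidate explanation for many of these calls, since quantile normalization kept 28.0% of the 232. Slide 4, on which the spike-in difference of 1.23 was seen, cannot be told apart from the mutant here either. Leaving out K314/315R replicate 2 lowered the 232 to 15, and they were 25 without wild type 3 h replicate 2, 97 without wild type 3 h replicate 1 and 102 without K314/315R replicate 1. An effect of the mutant on genes that do not need p65 for their level in wild type cells stays open and was not tested apart from the slide.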

How the results depend on the processing

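The comparisons, the thresholds, the test, the gene lists and the alternatives were chosen before the data were examined, except that reading p65 dependence from K314/315R over pTV was chosen only after the result was seen. Counts are compared at a factor of 1.5, and each alternative also chooses the p65-dependent probes anew. Causes are given only where an alternative's construction shows them, and otherwise the cause was not tested.

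The 795 probes higher in wild type than pTV stayed within that factor under all alternatives except the test of only those probes well above background on all arrays, which gave 466. Fits without 1 array gave 735 to 831. The 345 probes changed by TNFα dropped to 226 under the same filter, and single arrays left out gave 280 to 296. This filter tests fewer probes and removes those below background in 1 group. It also lowered the 323 probes lower in wild type than pTV to 186, and normexp lowered them to 149.

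Of p65-dependent probes lower in KTR, 15 were called, against 77 with no filter, 0 with the filter on all arrays, 6 in a fit of the compared groups alone (fewer arrays for the spread), 35 with the replicate block and 35 with the slide block, and 90 at the unadjusted p. Without 1 array there were between 9 (without wild type 3 h replicate 1) and 31 (without KTR replicate 1). For probes higher in KTR, limma called 0, against 2 with no filter, 1 with the compared groups alone, 2 with the replicate block, 2 with the slide block and 4 at the unadjusted p, and between 0 and 2 (without pTV replicate 1) with 1 array left out. Apart from the unadjusted p, which calls more by construction, and the fits with fewer probes or arrays, the cause was not tested.

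In K314/315R, 3 p65-dependent probes were higher, against 1 with no filter, 1 with the filter on all arrays, 0 with the compared groups alone, 9 with the replicate block, 1 with the slide block, 13 at the unadjusted p and 19 with the rule added later. Without 1 array there were between 0 (without K314/315R replicate 2) and 5 (without pTV replicate 2), and 1 without wild type 3 h replicate 2 or replicate 3. The 14 lower probes became 3 with normexp, 3 with quantile normalization, 2 with no filter, 3 with the filter on all arrays, 0 with the compared groups alone, 9 with the trend, 29 with the replicate block, 3 with the slide block, 35 at the unadjusted p and 8 with the added rule. Without 1 array they numbered between 1 (without K314/315R replicate 2) and 13, with 3 without wild type 3 h replicate 2, 6 without wild type 3 h replicate 1 and 8 without K314/315R replicate 1. When 1 K314/315R array is left out, the remaining one is assumed to vary like the other groups. The cause of the changes under normexp, quantile normalization, no filter, the trend and the blocks was not tested. Over all tested probes, the 232 lower calls ranged from 6 to 685 over the alternatives and from 15 (without K314/315R replicate 2) to 176 without 1 array, with 25 without wild type 3 h replicate 2, 97 without wild type 3 h replicate 1 and 102 without K314/315R replicate 1. The 38 higher calls ranged from 3 to 85, and were 3 without K314/315R replicate 2, 25 without K314/315R replicate 1, and 23, 4 and 18 without wild type 3 h replicate 1, 2 and 3.

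Between the mutants, the 566 probes became 323 with normexp, 1460 with no filter, 361 with the filter on all arrays, 0 with the compared groups alone, 945 with the replicate block, 271 with the slide block and 1142 at the unadjusted p. Leaving out 1 array gave 80 (without K314/315R replicate 2) to 725. The cause was not tested for normexp, no filter and the blocks. The random slide block used a correlation of 0.376, and where K314/315R enters it uses slide 4 as a block of its own.

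All 48 measured entries of Table 1 kept their direction, and 23 did so under the filter on all arrays, which tests fewer of them. Without 1 array, 47 to 48 did. The 3 entries past both the ratio and the adjusted p became 6 with normexp, 29 with no filter, 0 with the filter on all arrays, 7 with the trend, 12 with the replicate block, 12 with the slide block and 38 at the unadjusted p. Without 1 array there were 1 (without wild type 3 h replicate 1 or 2, or KTR replicate 2) to 8 (without KTR replicate 1), and 5 without pTV replicate 1. The 25 entries of Table 2 kept their direction in 17 to 25 cases over the alternatives and 23 to 25 without 1 array. Of them, 10 were past the ratio with an adjusted p under 0.05, against 1 with no filter, 1 with the compared groups alone, 4 with the slide block and 20 at the unadjusted p. Without 1 array there were 0 (without K314/315R replicate 2) to 5 (without wild type 3 h replicate 1), with 1 without wild type 3 h replicate 2, 3 without wild type 3 h replicate 3 and 1 without K314/315R replicate 1. Only 1 entry was past this threshold and also p65-dependent, against 2 with normexp, 0 with the compared groups alone, 4 with the replicate block, 8 at the unadjusted p and 8 with the added rule, and 0 (without K314/315R replicate 2) to 3 (without pTV replicate 2), with 2 without pTV replicate 1. The 7 higher entries that were higher in wild type than pTV became 3 with the filter on all arrays and 18 with the added rule, and stayed 7 without any 1 array. The cause was not tested for normexp, no filter, the trend and the blocks.

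For the genes followed by qRT-PCR, *Mmp10* in KTR over wild type reversed from −0.06 to 0.019 with normexp, and ranged from −0.19 to 0.16 (without KTR replicate 2) with 1 array left out, with 0.08 without wild type 3 h replicate 1. Its adjusted p stayed between 0.871 and 0.983 over the alternatives and the fits without 1 array. *Mmp10* in K314/315R over wild type went from 0.91 to 1.01 with the replicate block and past the threshold, and *Mmp13* from 1.22 to 1.11 with normexp, also past it. Without 1 array they ranged from 0.65 to 1.17 and from 1.01 to 1.44. In KTR, *Cfb* (−0.93) and *Mpa2l* (−1.51) passed the threshold with no filter at the same log2 fold change. Without 1 array, *Cfb* ranged from −1.11 to −0.76 and *Mpa2l* from −2.12 (without KTR replicate 1, where it passed) to −1.12. *Mpa2l* in K314/315R over wild type reversed from 0.09 to −0.17 with the replicate block, and ranged from −0.13 (without wild type 3 h replicate 3) to 0.36, with −0.12 without K314/315R replicate 1. With no filter, the rise of *Mmp13* (adjusted p = 0.0550) and *Mpa2l* (adjusted p = 0.0736) by TNFα no longer passed. It also failed to pass for *Mmp10* without wild type 3 h replicate 1 (adjusted p = 0.0575) and without wild type 0 h replicate 2 (0.0567), for *Mmp13* in 4 of the 6 fits without 1 array, all but those without wild type 3 h replicate 3 and wild type 0 h replicate 1 (at most 0.0854), and for *Mpa2l* in 5 of 6, all but that without wild type 3 h replicate 3 (at most 0.115). Between the mutants, *Mmp10* passed with the replicate block (log2 fold change −1.07), *Mmp13* with normexp (−1.05), and *Mpa2l* with normexp (−1.53), with the replicate block (−1.34) and without KTR replicate 1 (−2.21). The cause was not tested.

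Of the gene lists, the median log2 fold change of the NF-κB targets in KTR ranged from −0.14 to 0.037 (without KTR replicate 2, reversed) with 1 array left out. That of the proliferation genes in K314/315R ranged from −0.39 to 0.16 (without K314/315R replicate 2, reversed), with 0.0013 without wild type 3 h replicate 2. That of the interferon-stimulated genes outside Tables 1 and 2 in K314/315R ranged from −0.45 to 0.11 (without K314/315R replicate 2, reversed). With the replicate block, the latter list (median −0.27) and the proliferation list (−0.19) passed the threshold of camera in K314/315R. The latter list's adjusted p ran from 0.00272 to 0.0854 over 7 alternatives, 4 of which passed it. The proliferation list no longer passed in KTR with no filter (adjusted p = 0.121), and the matrix list in K314/315R in 3 of 7 alternatives (up to 0.184 with quantile normalization) and without wild type 3 h replicate 2 (0.206) or K314/315R replicate 2 (0.616). In K314/315R the full interferon-stimulated list no longer passed without wild type 3 h replicate 1 (0.0597) or K314/315R replicate 2 (0.622). Gained in K314/315R were the NF-κB list without wild type 3 h replicate 1 (0.0321), the proliferation list without wild type 3 h replicate 3 (0.0349) or K314/315R replicate 1 (3.6e-05), and the interferon-stimulated list outside the tables without the same arrays (2.6e-04 and 0.00276). In KTR the NF-κB list no longer passed without wild type 3 h replicate 1 (0.0565) or KTR replicate 2 (0.0627). The cause was not tested.

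The replicate block changed no other call than those given above, and raised the calls over all tested probes in K314/315R to 522 lower and 73 higher. A paired reading is borne out by the correlations of same-number arrays for slides 1 to 3, and is not shown for K314/315R. The scan date as a block was not run, since one scan holds all arrays of K314/315R and the other all remaining arrays. The signal over background limits the folds over pTV, where 199 of the 795 probes were well above background on no pTV array, and the median log2 fold change of all tested probes shifted by more than 0.1 only with no filter, from −0.03 to −0.15 for wild type over pTV and from 0.03 to 0.27 for KTR over K314/315R.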

Differences from the paper's values

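The rule that reads p65 dependence from K314/315R over pTV is the only test of this part chosen after the result was seen.

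Of 73 fold changes in Tables 1 and 2 that could be compared, 3 differed from the array values by more than 1.5 times and by more than the combined SD between the arrays of both groups on the log2 scale, and of 15 values of Table S1 at 180 min, 1 differed by more than 1.5 times and by more than the larger of that SD and the paper's. For the entry of *Gvin1* listed first in Table 1, the paper's fold in KTR is 0.26 and the value here 0.736. None of the 10 alternatives set before the data were examined and none of the 6 fits without 1 array brought it within the paper's value, and the mean over the probes of the gene gave 0.613. For the further *Gvin1* entry of Table 1, the paper's fold is 0.438 and the value here 0.740. The gap closed with the mean over all probes of the gene and without wild type 3 h replicate 3, and stayed under the other alternatives. The array has a further tested probe of *Gvin1*, not paired with an entry of Table 1, with a fold of 0.422 in KTR. For *5730559C18Rik* in K314/315R (Table 2), the paper's fold is 0.523 and the value here 0.991. The mean over all probes of the gene closed it, and no other of the 10 alternatives or the 5 fits without 1 array did. The array has another probe of this gene with a fold of 0.502.

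For *Mmp10* in pTV cells at 180 min relative to unstimulated wild type, the paper's value is 0.95 (SD 0.43) and the value here 0.422. Of the 8 alternatives and 6 fits without 1 array, normexp and the fit without pTV replicate 2 closed the gap, and the others did not.

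The paper states that most of the differentially expressed genes in K314/315R were upregulated. Over all p65-dependent probes called here, 3 were higher and 14 lower, and 13 and 35 at an unadjusted p, applied also to p65 dependence. Quantile normalization gave 4 higher and 3 lower. Reading p65 dependence from K314/315R over pTV, chosen after the values were seen, gave 19 higher and 8 lower. That rule selects for a high signal in K314/315R and so favours higher calls. Under it 2 of the 25 entries of Table 2 do not pass either rule for p65 dependence and 1 passes only that of wild type over pTV. All 19 entries that the paper lists as higher were higher here too.

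The paper states that it considered only genes that required p65, which the legend of Fig. 1 defines as higher in wild type than in pTV cells. Of the 19 higher entries of Table 2, 7 met that rule here, and 12 were not more than 2-fold higher in wild type than in pTV in these data (fold 0.683 to 1.75).

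The paper calls *Mmp13* and *Mmp10* upregulated in K314/315R. Both had the paper's direction, with log2 fold changes of 1.22 and 0.91, and folds of 2.33 and 1.88 past its ratio, but adjusted p of 0.0819 and 0.145. *Mmp13* passed with normexp (adjusted p = 0.0303, range over the alternatives and the fits without 1 array 0.0303 to 0.310) and *Mmp10* with the replicate number as a block (0.0394, range 0.0394 to 0.475), and both passed at the unadjusted p.

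The paper calls *Cfb* and *Mpa2l* affected in KTR. Both were lower here, with log2 fold changes of −0.93 and −1.51 and adjusted p of 0.164 and 0.272. *Cfb* passed with no filter on dim probes (0.0299, range 0.0299 to 0.470), as did *Mpa2l* (0.0416, range 0.0143 to 0.647), which also passed without KTR replicate 1 (0.0143). With no filter the log2 fold changes are unchanged, and only the spread shared between probes and the adjustment over them differ. Both passed at the unadjusted p. Of the entries of Table 1, 38 passed its ratios at the unadjusted and 3 at the adjusted p.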

Other observations

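Chosen only after the result was seen were the tests of the interferon-stimulated list by slide and by other splits of the arrays, of p65 dependence read from K314/315R over pTV, and of probes called without a filter on dim probes.

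The 10 ways to split 6 arrays into 3 and 3 are too few to exclude chance by themselves. For probes higher in wild type than pTV, for p65-dependent probes lower in KTR and for probes changed by TNFα, 1 of the 10 splits of the 6 arrays gave as many calls, and it was the real one in each. The other splits gave 0 calls in limma. Among the 4 splits that part every same-number pair, again only the real one gave as many, and in the others each side mixed both groups.

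The lower expression of p65-dependent probes in KTR was set against draws in which both mutants had the wild type mean. The deviations of all arrays were put in random order, which does not keep the pairing by slide (correlations of 0.308 to 0.613). At least as many lower calls as the 17 observed on complete probes came in 1 of 100 draws (median 0, highest 37). No draw gave a median log2 fold change as low as the observed −0.249, but the lowest reached −0.244 (median of the draws −0.04). This argues against selection on the shared wild type arrays as the whole source, as simulated without the pairing. For K314/315R, 0 of 100 draws gave as many as the 3 higher or the 14 lower calls among p65-dependent probes (highest 1 in each), or as many as the 37 higher and 230 lower calls over all complete probes (highest 1 in each). This argues against chance between arrays as simulated for both directions, while slide 4 stays open.

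The interferon-stimulated list (38 of 50 genes measured, 36 of them p65-dependent) had a median log2 fold change of −0.72 in KTR over wild type, with 37 genes lower (camera, adjusted p = 4.3e-25 over the family of 10 tests). No single gene passed when adjusted over all probes and 11 did adjusted over the list alone. Tables 1 and 2 hold 18 of its 50 listed genes, chosen by the study on these arrays, so this is not independent evidence. Without them, 32 genes were listed and 23 of these measured. The median over the 23 was −0.52 (22 lower, camera, adjusted p = 9.1e-12, 2 genes adjusted over the list alone, 0 over all probes). With an estimated correlation the adjusted p of the full list was 0.258 and with fry 0.226, and no call of camera on any list held under either after adjustment. Differences between slides 1 to 3 are argued against by the medians of KTR minus wild type within a slide, −0.90, −0.99 and −0.33, all below 0. Without the genes of the tables they were −0.55, −0.68 and −0.09. Of the 10 splits of the arrays, 1 gave a median as far from 0, the real one, which cannot by itself exclude chance. The other splits gave 0.0085 to 0.617 in size. In K314/315R the list had a median of −0.28 (35 genes lower, adjusted p = 9.9e-04) and without the genes of the tables −0.18 (adjusted p = 0.0821). An effect of KTR on interferon-stimulated genes is a candidate explanation that the slide value of −0.33 leaves open.

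The NF-κB target list (45 of 50 genes measured, 5 in the tables) had a median of −0.06 and a mean of −0.14 in KTR (28 genes lower, adjusted p = 3.3e-04, 1 gene adjusted over all probes and 4 adjusted over the list alone), and 0.11 in K314/315R (adjusted p = 0.198). The proliferation list (31 of 35 genes) had a median of 0.30 in KTR (29 genes higher, adjusted p = 3.9e-06, 0 genes over all probes and 2 adjusted over the list alone) and −0.07 in K314/315R (adjusted p = 0.202). The fibroblast matrix list (22 of 26 genes) had 0.10 in KTR (adjusted p = 0.653) and 0.16 in K314/315R (adjusted p = 0.0287, 1 gene over all probes and 1 over the list alone). The 4 lists share 0 genes.

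Of the 12 higher entries of Table 2 that were not more than 2-fold higher in wild type than in pTV cells, 11 passed that rule in K314/315R over pTV. These entries were listed for a fold of K314/315R over wild type close to 2 or above, and their fold of wild type over pTV was 0.683 to 1.75, so passing was largely set by their selection. The test therefore does not tell whether p65 dependence was read from K314/315R over pTV.

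Of the 640 p65-dependent probes not raised by TNFα, 75.9% (486) passed the same rule in unstimulated wild type over pTV cells at 3 h, against 79 of the 155 that were raised. Both shares are largely set by the selection, since probes not raised by TNFα have similar levels at 0 h and 3 h. Whether the dependence on p65 was already present before stimulation was not decided, also because all pTV arrays were from TNFα-treated cells.

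With no filter on dim probes, 1244 probes were called higher in KTR than in wild type, and 87.8% of them were well above background on no array of either line. The background of the arrays is therefore a likely source of these calls.

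*Cxcl10* had a log2 fold change of 3.90 in wild type over pTV (adjusted p = 5.4e-07), 0.01 in KTR (adjusted p = 0.991) and 0.13 in K314/315R over wild type (adjusted p = 0.813), with 2 arrays each of wild type, KTR and K314/315R giving a value. *Vnn1*, raised in K314/315R, was at least 1.69-fold higher in wild type than in pTV. This bound lies under the 2-fold rule, so measured signals alone do not show its p65 dependence. *Xist*, chosen after its values were seen, was at least 5.46-fold higher in wild type than in pTV on its brighter probe, at least 3.85-fold lower in KTR than in wild type and 0.478-fold as high in K314/315R (adjusted p = 0.0373). This probe is among the 15 p65-dependent probes called lower in KTR and the 14 called lower in K314/315R. The lines are separately selected cell pools, so for it a pool difference and an effect of the mutants cannot be told apart.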
